A study of Homo sapiens with 12 samples. Its data were reported in "Circulating cell-free methylated DNA reveals tissue-specific, cellular damage from radiation treatment" (2023).

How the data were processed

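The samples were reference endothelial cell populations and buffy coat, profiled by methylation capture sequencing. The authors aligned whole-genome bisulfite sequencing reads of a larger collection of reference methylomes to GRCh37 (hg19) and ran the segmentation of wgbstools on them, which places block borders where the methylation of adjacent CpG sites changes. The list keeps only blocks covered by the panel. Apart from those on chromosome M, blocks in the list have a class in the wording of HOMER, a tool the study names for annotating its cell-type-specific blocks. The deposited list had 7 columns and no header: chromosome, start, end, index of the first CpG site, index after the last CpG site, annotation class and gene symbol. Its 4 numeric columns are positions, in bp or as a running number of CpG sites, and none is a measurement of a sample. The columns belong to all samples together.

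Block length was end minus start, which is the authors' convention and 1 less than the number of bases spanned. CpG number was the difference of the indices, and density was CpG number per 100 bp spanned. The CpG sites of the GRCh37 sequence were numbered and set against the list. On chromosomes 1 to 22 and X, 351305 of 351308 blocks started at the cytosine of their first CpG site and all 351308 ended at the guanine of their last, so the coordinates are 1-based with both ends included. The 3 exceptions, named after they were seen, started 28 bp (*FOXK1*), 4 bp (*AHNAK2*) and 32 bp (*NDRG4*) before their first CpG site. All 20 chromosome Y blocks started at a CpG site, but only 2 of 68 chromosome M blocks did. The reference sequence of chromosome M was therefore not used. The share of CpG sites in blocks used the 28217448 sites of the deposited index for the whole genome and the GRCh37 sequence for single chromosomes. Chromosomes Y and M entered no comparison of the report, and the closing section sets their blocks against autosomes. The list held no duplicate block. The 396 blocks with several classes and the 68 without one were left out of the comparisons of classes.

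Blocks on one chromosome are neighbours and not independent, so the autosome was the unit of replication (n = 22). Differences between classes were tested on per-autosome medians with two-sided sign-flip permutation tests of 100000 resamples (smallest possible p 1e-05), adjusted by the Benjamini-Hochberg method over all 30 comparisons. Correlations were tested by permutation with 100000 resamples and repeated without the 2 autosomes farthest from the median on the x axis. Genes came from GENCODE release 44 mapped to GRCh37. For the midpoint class, a promoter reached from 1000 bp before to 100 bp after a transcription start, and a termination site from 100 bp before to 1000 bp after a transcript end. Where classes overlapped, the promoter came first, then the termination site, exon and intron.

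Named blocks followed a rule set before the data were examined: the block with the most CpG sites in each of the 6 pan-endothelial genes listed by the study, the longest block, and the block with the most CpG sites of the list, with ties broken by position. Most comparisons, the limits of 3 CpG sites and 2 kb and most alternatives were also set then. The relation between the share of CpG sites in blocks and gene density was not among the comparisons set then. The length with both end bases counted and the GENCODE midpoint class were added after seeing the data. Models of methylation between groups had been planned for per-sample values and were not run, since the list holds none and per-sample data were not analysed here. Depth per sample was unknown, and no interval that needs depth was given.

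The tests were tried on simulated data. Block lengths were drawn for 343193 autosomal blocks in 20 simulations with promoter and intergenic blocks made longer. The test called 120 of 120 pairs of classes that differed and 4 of 80 pairs that did not. Only length was simulated, with fewer resamples than in the report. Lengths were drawn independently for each block, so dependence between neighbouring blocks was not tried. Without any difference, 30 of 500 sign-flip tests over 22 values and 5 of 100 correlations had p below 0.05.

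Copies of sequence were counted with exact 31-base words, on either strand, in windows of 200 bp. Windows at chromosome Y blocks were compared with 400 windows at other CpG sites of that chromosome and with 400 autosomal blocks. The 20 autosomal gaps with the most CpG sites outside blocks had 20 windows each, with 20 windows outside blocks elsewhere on the same chromosome as controls. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.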

Results

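The data described DNA methylation blocks of the human genome. The samples of the series were profiled by sequencing bisulfite-converted DNA enriched with a hybridization capture panel (MCC-seq, methylation capture sequencing). The blocks themselves came from whole-genome bisulfite methylomes of many reference cell types, a larger collection than these samples, and the panel only determined which blocks were kept. A block was a stretch of neighbouring CpG sites with similar methylation levels within a sample, which can differ between cell types, and a CpG site was a cytosine followed by a guanine. The series held 12 reference samples: coronary artery endothelium (n = 3), pulmonary artery endothelium (n = 1), cardiac microvascular endothelium (n = 1), liver sinusoidal endothelium (n = 2) and buffy coat, the white cell layer of blood (n = 5). The 5 heart and lung samples together formed the cardiopulmonary endothelial group. The table analysed here was 1 list of blocks for the whole series. It gave each block's position, CpG index, annotation class and gene, and held no methylation level, read count or coverage of any sample. Per-sample methylation data were not analysed here. Sequencing depth was therefore unknown, and methylation of endothelial against buffy coat samples, or of cardiopulmonary against liver sinusoidal endothelium, was not compared. The comparisons below concern the blocks themselves. The 22 autosomes served as replicates, and each SD is the spread over them.

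The first question was how large the units of the methylation atlas were. The list held 351396 blocks, of which 343586 lay on autosomes, 7722 on chromosome X, 20 on chromosome Y and 68 on the mitochondrial chromosome M. The median block length was 326 bp, with quartiles at 105 and 995 bp and an interquartile range of 890 bp. Across autosomes the median length was 327 bp ± 64.9 (SD, n = 22), from 230.0 bp on chromosome 16 to 497 bp on chromosome 3. Merging blocks with no CpG site between them moved the median length most, to 661 bp. The median block held 8 CpG sites, with quartiles at 4 and 18, an interquartile range of 14 and a maximum of 308. Across autosomes the median number was 8.45 CpG sites ± 0.671 (SD, n = 22). The median CpG density was 3.30 sites per 100 bp over the list and 3.41 ± 0.700 (SD, n = 22) across autosomes. Counted as total CpG sites over total length, the density was 2.65 sites per 100 bp, within 1 SD of the median. The blocks spanned 212 Mb in all.

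**Figure D1:**
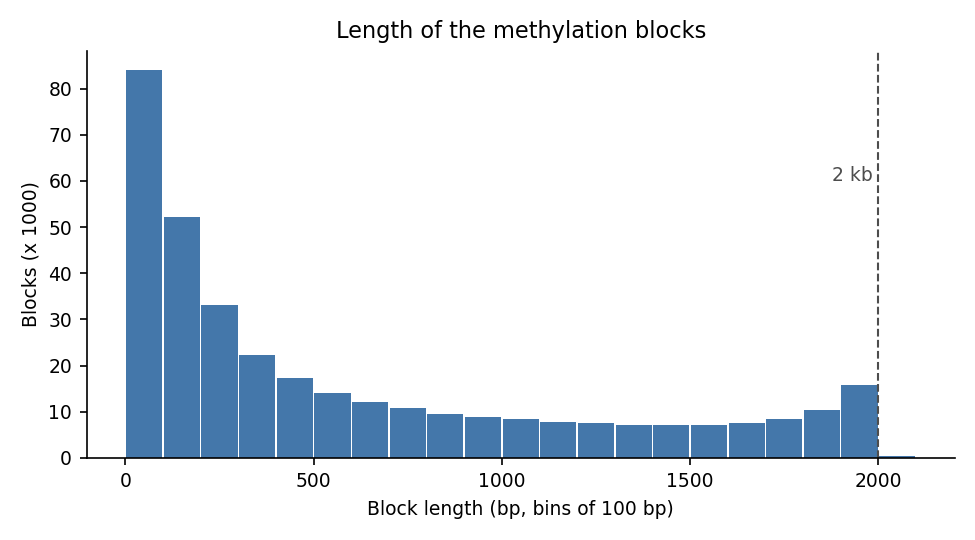
Number of blocks (axis in units of 1000) by block length in bins of 100 bp, with a dashed line at 2 kb. Blocks of 0 to 99 bp were the most numerous (83989), the bin from 1400 to 1499 bp held 7026, and the bin from 1900 to 1999 bp held 15688.

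The length distribution had a peak at each end. There were 83989 blocks shorter than 100 bp. The number per 100 bp fell to 7026 between 1400 and 1499 bp and rose again to 15688 between 1900 and 1999 bp. Only 440 blocks reached 2000 bp, and the longest measured 2001 bp.

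The study sought cell-type-specific markers among blocks that were under 2 kb long and held 3 or more CpG sites. It also required a minimum number of observations, which cannot be checked in a list without coverage. Eligible blocks here are those that met the limits of length and CpG number. In the list, 350379 blocks, or 99.7%, met both limits, and the share across autosomes was 99.7% ± 0.0643 (SD, n = 22). Blocks of exactly 3 CpG sites made up 15.0% of the list, and requiring at least 4 CpG sites lowered the eligible share to 84.8%. Requiring at least 5 lowered it to 74.2%, the largest change among the alternatives tried. The 577 blocks with fewer than 3 CpG sites comprised 369 with 1 site and 208 with 2 sites.

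Contiguity was examined because segmentation divides the genome without gaps and the capture panel then selects among the blocks. Of 351371 neighbouring pairs, 107832 had no CpG site between them, a share of 30.7%. The share across autosomes was 30.8% ± 2.12 (SD, n = 22), and it was 57.5% when fewer than 5 CpG sites were allowed between neighbours.

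The next comparison asked what part of the CpG sites of each chromosome lay in blocks. The blocks held 5613337 CpG sites, or 19.9% of the 28217448 sites in the CpG index. On autosomes the share averaged 20.4% ± 4.53 (SD, n = 22). It was lowest on chromosome 18 (13.0%) and highest on chromosome 19 (32.7%). Chromosome X had a share of 9.37%, lower than each of the 22 autosomes. A single chromosome has no replicate, and the smallest two-sided rank p that 1 chromosome against 22 can give is 0.0870, so the difference could not pass a threshold of 0.05. The neighbouring blocks of chromosome X had no CpG site between them in 39.3% of pairs, higher than on each of the 22 autosomes. The median block length on chromosome X was 268 bp, within 1 SD of the autosomal mean. Its median of 10 CpG sites per block was higher than on 20 autosomes and lower than on none. That direction depended on the summary, since the mean number of CpG sites per block was 15.1 on chromosome X against 16.3 ± 1.49 on autosomes (SD, n = 22).

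**Figure D2:**
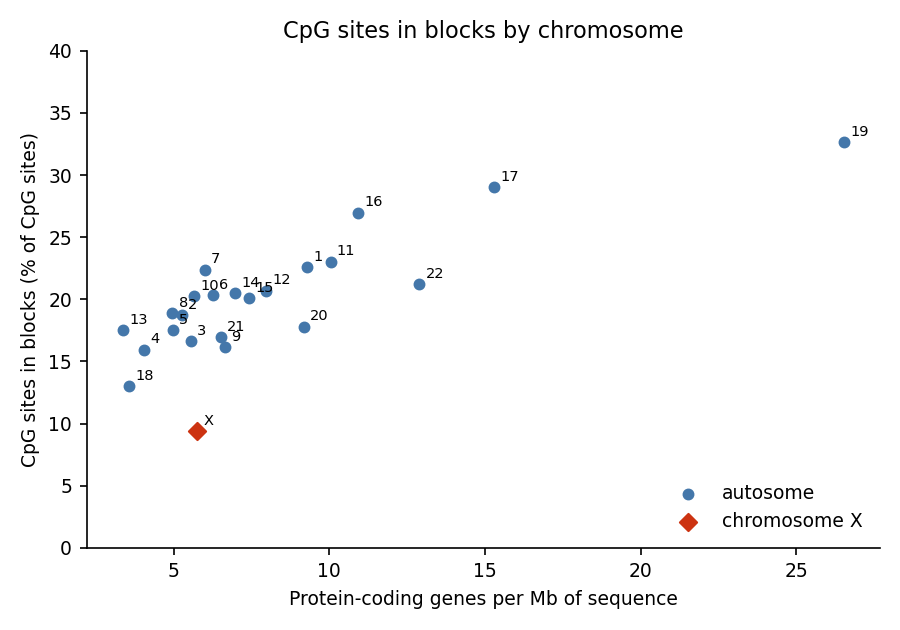
Percent of a chromosome's CpG sites that lay in blocks against protein-coding genes per Mb of sequence, with each circle an autosome and the diamond chromosome X. Chromosome X (9.37%) lies below all 22 autosomes, which range from 13.0% to 32.7%.

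Relations between chromosome properties were tested over the 22 autosomes with two-sided permutation tests of 100000 resamples, and 4 p-values were adjusted together by the Benjamini-Hochberg method. Median block length fell with the CpG density of the chromosome (Pearson r = -0.727, permutation p = 0.00013, adjusted p = 0.00013). Spearman's rho was -0.825, with a permutation p of 1e-05, the smallest the resamples can give, and an adjusted p of 4e-05. Without chromosomes 19 and 22, the 2 farthest from the median density, r was -0.751 (permutation p = 7e-05, n = 20). The share of CpG sites in blocks, in a relation not set in advance, rose with protein-coding gene density (r = 0.861, permutation p = 2e-05, adjusted p = 4e-05). Spearman's rho was 0.779 (permutation p = 4e-05, adjusted p = 5.33e-05). Without chromosomes 17 and 19, r was 0.689 (permutation p = 0.00078, n = 20).

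The study compared where its cell-type-specific blocks lay in genes with captured blocks that varied little between cell types. The shares here cover the whole list, which is a different set. Of 350932 blocks with a single deposited annotation class, 38.4% were in introns, 34.9% in intergenic sequence, 12.7% in exons, 11.1% at promoters and 2.89% at transcription termination sites. Across autosomes the share was 37.9% ± 3.03 for introns, 34.8% ± 6.67 for intergenic sequence, 12.8% ± 3.12 for exons, 11.5% ± 2.90 for promoters and 2.90% ± 0.900 for termination sites (SD, n = 22 each). Exons and introns together held 51.1% of blocks. When the class was instead read at the block midpoint from GENCODE, the intergenic share moved most in percentage points, to 23.6%. Relative to the SD over autosomes, the termination-site share moved most, to 5.01%.

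Block length, CpG number and CpG density were compared between each pair of classes by two-sided sign-flip permutation tests of the difference in per-autosome medians, giving 30 comparisons adjusted together by the Benjamini-Hochberg method. Of these, 27 had an adjusted p below 0.05. Promoter blocks were the densest, at 5.88 CpG sites per 100 bp ± 0.477 (SD, n = 22), against 5.21 ± 0.923 in exons, 3.16 ± 0.583 in intergenic sequence, 2.83 ± 0.627 in introns and 2.57 ± 0.592 at termination sites. Promoter density exceeded intron density by 3.05 sites per 100 bp, in 22 of 22 autosomes (permutation p = 1e-05, the smallest possible; adjusted p = 1.76e-05). It exceeded exon density by 0.678 sites per 100 bp, in 19 of 22 autosomes (permutation p = 0.00131, adjusted p = 0.00157). Promoter blocks were also short, with a median length of 243 bp ± 36.0, against 285 bp ± 78.6 in exons, 301 bp ± 60.2 in intergenic sequence, 401 bp ± 85.8 in introns and 509 bp ± 142 at termination sites (SD, n = 22 each). Blocks at termination sites were longer than intergenic blocks by 208 bp, in 22 of 22 autosomes (permutation p = 1e-05, adjusted p = 1.76e-05). Exon and intergenic blocks differed in length by less than their spread (exon blocks shorter in 13 of 22 autosomes, permutation p = 0.241, adjusted p = 0.249). In CpG number, exon blocks exceeded intergenic blocks by 2.77 sites, in 21 of 22 autosomes (permutation p = 1e-05, adjusted p = 1.76e-05). Promoter and intron blocks did not differ detectably in CpG number (permutation p = 0.195, adjusted p = 0.209), nor did exon and termination-site blocks, for which both values were 1. Some of these results changed when the class was read at the block midpoint. Exon blocks were then shorter than intergenic blocks (mean difference -96.1 bp, permutation test, adjusted p = 1.87e-05), and promoter blocks held fewer CpG sites than intron blocks (-0.818 sites, permutation test, adjusted p = 0.00587). Promoter and exon blocks no longer differed detectably in length (-5.02 bp, permutation test, adjusted p = 0.5). Introns and termination sites, which differed in length and density with the deposited class, no longer did so detectably, and their mean differences changed sign (permutation tests, adjusted p = 0.428 for length and 0.244 for density).

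**Figure D3:**
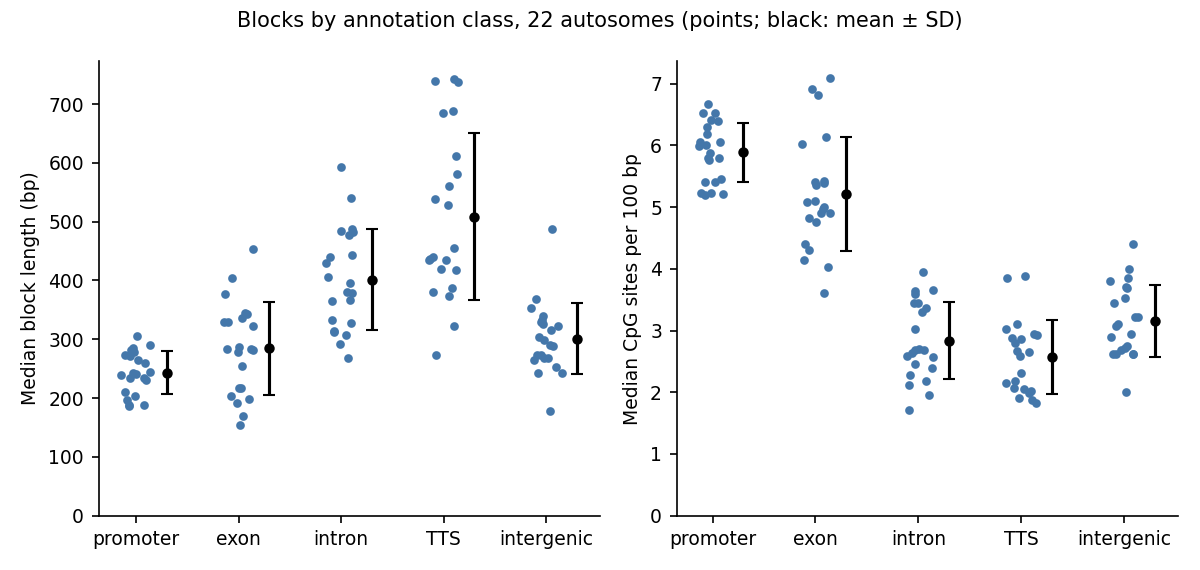
Median block length in bp (left) and median CpG sites per 100 bp (right) for 5 annotation classes, with each point 1 of the 22 autosomes and black markers the mean and SD. Promoter and exon blocks averaged 5.88 and 5.21 sites per 100 bp, and blocks at transcription termination sites (TTS) were the longest at 509 bp.

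The study listed 6 genes with blocks that shared a methylation state over all endothelial populations, and the blocks assigned to these genes were examined. The block with the most CpG sites in each gene was chosen by that number alone. It was not matched to the study's endothelial marker blocks and need not be one of them. All positions are in GRCh37 and 1-based. *NOTCH1* (chromosome 9, 139388885 to 139440500) had 97 assigned blocks. Its block with the most CpG sites held 182 in 1479 bp (139440098 to 139441577), was deposited as a promoter block, and covered the transcription start, the 5'UTR and coding sequence of exon 1 and part of intron 1. *ACVRL1* (chromosome 12, 52300692 to 52317145) had 28 assigned blocks, and the one with the most CpG sites held 44 in 466 bp (52300922 to 52301388), in the 5'UTR of exon 1. *FLT1* (chromosome 13, 28874483 to 29069282) had 54, and the one with the most held 99 CpG sites in 870 bp (29068849 to 29069719). That block lay across the start of the gene and exon 1 and reached intron 1. *SOX7* (chromosome 8, 10581278 to 10588021) had 37, and the one with the most held 130 CpG sites in 1090 bp (10587310 to 10588400). That block lay across the start of the gene and exon 1 and reached intron 1, and its deposited class was intron. *MMRN2* (chromosome 10, 88695297 to 88729238) had 20. The one with the most CpG sites held 25 in 305 bp (88699111 to 88699416), in intron 6, 29822 bp from the transcription start. Assigned blocks were not the same set as the blocks that overlapped a gene. The latter numbered 98 in *NOTCH1*, 20 in *ACVRL1*, 31 in *FLT1*, 14 in *SOX7*, 39 in *MMRN2* and 35 in *NOS3*. The share of each gene's CpG sites in blocks ranged from 18.1% in *FLT1* to 86.7% in *SOX7*.

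*NOS3* (chromosome 7, 150688105 to 150711676) had 30 assigned blocks, and 41.3% of its 598 CpG sites lay in blocks. Its block with the most CpG sites held 18 in 520.0 bp (150703765 to 150704285), from intron 15 to exon 17. The study described a *NOS3* block of 7 CpG sites that was unmethylated in endothelial cells. Of the 3 *NOS3* blocks with 7 CpG sites, the longest measured 157 bp (150690881 to 150691038). This block was chosen after its values were seen. Its deposited class was intron, whereas the canonical GENCODE transcript placed it in exon 2, across the 5'UTR and coding sequence, 2776 bp from the transcription start. Its reference sequence, 158 bases with both ends counted, was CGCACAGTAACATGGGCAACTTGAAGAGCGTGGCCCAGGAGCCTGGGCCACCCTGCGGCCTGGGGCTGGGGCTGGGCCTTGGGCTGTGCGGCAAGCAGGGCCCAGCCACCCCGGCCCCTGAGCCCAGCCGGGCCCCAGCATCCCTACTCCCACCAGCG. Counted from 1 at the first base, the cytosines of its 7 CpG sites were at positions 1, 29, 56, 89, 112, 129 and 157.

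**Figure D4:**
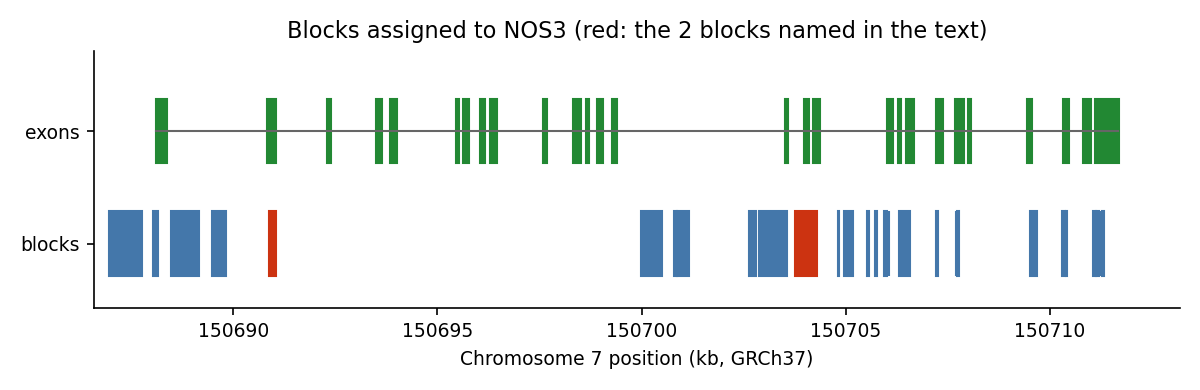
Map of *NOS3* with position on chromosome 7 in kb, the exons of the canonical transcript above and the assigned blocks below. The blocks in red are the one of 7 CpG sites in exon 2 and the one of 18 CpG sites from intron 15 to exon 17.

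Over the whole list, 212 blocks shared the largest length of 2001 bp. The first of them by position lay on chromosome 1 (3549978 to 3551979), held 73 CpG sites and covered exons 7 to 9 of *WRAP73*. The block with the most CpG sites held 308 in 1985 bp on chromosome 22 (20711987 to 20713972). It was deposited as intergenic with *ZNF74* as its gene, and lay outside the canonical transcript of that gene.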

Values the study reported

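The study reported 351,395 human blocks covered by its capture panel, with a median length of 326 bp (interquartile range 890 bp) and a median of 8 CpG sites (interquartile range 14). Its human panel was described as spanning 80 Mb, about 20% of CpG sites. Segmentation was run with a maximum block length of 5000 bp. A block of 157 bp with 7 CpG sites was described in *NOS3*.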

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

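The test for chromosome M below was chosen only after the result was seen.

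Chromosomes Y and M entered no comparison of the report, but both carried blocks. Chromosome Y had 20 blocks and chromosome M had 68. A list of blocks is not a sampled count, so these numbers have no counting error and no background to exceed. They are given because the report uses these blocks only in its values over the whole list.

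The chromosome Y blocks held 142 of 163434 CpG sites (0.0869%), all intergenic in the deposited annotation. Sequence copies on other chromosomes were tested as a technical explanation, since reads from such copies could be placed on chromosome Y. In windows at the blocks, 29.2% of 31-base words ± 23.6 (SD, n = 20) occurred on another chromosome. In windows at other chromosome Y sites the share was 27.8% ± 31.5 (SD, n = 400). The difference was 1.38 percentage points (two-sided permutation test, p = 0.85). Of the 20 windows, 3 had no such word. The median share was 29.7% at the blocks and 11.8% at the other sites, and more than 50% of words had a copy in 35% of windows at blocks against 27.8% of the others. The share was higher than in autosomal blocks by 22.2 percentage points (permutation test, p = 4e-05). The blocks and the other chromosome Y sites cannot be told apart by this measure: with 20 windows a modest excess was not detectable, and diverged copies were not counted. Copies therefore stay open as an explanation.

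On chromosome M the blocks held 391 of the 437 index positions from the first block onward, or 89.5%. If chromosome M had been selected by target regions as autosomes were, its share might be expected within the autosomal range of 13.0% to 32.7%, and it lay above that range. What brought these blocks into the list stays open. Neither pattern could be related to the sample groups, and no biological explanation was tested.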

How the results depend on the processing

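Values from the GENCODE midpoint class and from counting both end bases were chosen after seeing the data. A value counts as moved when it changed by 1 SD over autosomes or more.

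Merging blocks with no CpG site between them moved the median length to 661 bp and the median CpG number to 12, and leaving out blocks under 50 bp moved the length to 428 bp. Counting the end index as a site gave a median of 9 CpG sites. The eligible share was 84.8% with at least 4 CpG sites, 74.2% with at least 5, 74.9% under 1 kb and 99.8% with no length limit. It varied so little between autosomes that each of these exceeded 1 SD. Contiguity was 57.5% with fewer than 5 CpG sites between neighbours. These follow from how the alternatives are built. The difference of chromosome X from the autosomal mean in CpG sites per block reversed from 1.55 for medians to -1.20 for means, and the cause was not tested. Weighted by CpG sites, the class shares became 17.3% for promoters, 15.9% for exons and 27.2% for intergenic sequence, and weighted by length the intron share became 42.4%. With the midpoint class the shares became 14.8% for promoters, 44.7% for introns, 5.01% for termination sites and 23.6% for intergenic sequence, and the cause was not tested.

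Of 30 class comparisons, 27 were below an adjusted p of 0.05 both for all blocks and for eligible blocks, and 23 were with the midpoint class. The midpoint class reversed 3 mean differences: introns minus termination sites in length (12.2 bp) and in density (-0.0807 sites per 100 bp), and exons minus termination sites in CpG number (-0.205 sites). None of the 3 passed the threshold with the midpoint class (permutation tests, adjusted p = 0.428, 0.244 and 0.442), so no opposite difference was shown. The cause was not tested. It left 4 differences weaker: promoters against exons in length (-5.02 bp), and promoters against intergenic sequence (0.455 sites), exons against introns (0.273) and introns against termination sites (-0.477) in CpG number. It made 2 stronger: exons against intergenic sequence in length (-96.1 bp) and promoters against introns in CpG number (-0.818 sites). The other 21 kept their direction and side of the threshold. The remaining alternatives for length, CpG number, density, genomic share, contiguity, chromosome X, the length correlation and class shares changed the values by less than 1 SD or kept the correlation's sign and significance.

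No paired analysis was possible because the list used here holds no per-sample values and per-sample methylation was not analysed here, although replicate letters are shared between groups. For the same reason the planned methylation alternatives were not run: the replicate block, leave-one-out of each sample, and all blocks against those with at least 3 CpG sites. Unknown depth limits every statement on single samples.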

Other observations

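The tests for chromosome X, its pseudoautosomal region, removal of longer blocks, blocks with fewer than 3 CpG sites and the finer bins for chromosome ends were chosen only after the result was seen. No biological explanation was tested for any pattern here, since no value belongs to a sample group.

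The list held 351396 blocks here, which is higher than the count quoted from the study above. It had 351395 line ends, the same number as the study's count. Whether the study counted line ends was not tested. The blocks spanned 212 Mb here. That is higher than the panel size quoted from the study above. The measures differ, since the panel size describes the probed regions and the blocks were counted at their full length. The longest block was 2001 bp. That is lower than the length limit quoted from the study above.

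Blocks accumulated just below 2 kb, and 16128 blocks reached within 100 bp of that length or beyond it. Removal of longer blocks after segmentation would leave broad CpG-rich promoters without blocks only where each had been segmented as a single long block. In 192 broad CpG-rich promoters over 3000 bp, 84.5% of CpG sites lay in blocks. These promoters were defined by CpG density and not by methylation, so several shorter blocks could fill them with or without removal. The share therefore cannot decide, and removal stays open. A length limit inside the segmentation, which would cut a long homogeneous stretch into pieces near the limit, predicts that such blocks adjoin each other. Among touching neighbours of blocks near 2 kb, 11.8% were also near 2 kb, against 5.83% for shorter blocks of at least 1 kb. The mean difference was 5.73 percentage points ± 3.70 (SD, n = 22), higher in 20 of 22 autosomes (two-sided permutation p = 3e-05). This is consistent with a limit near 2 kb, as a hypothesis, and local similarity of block lengths stays open.

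The 577 blocks with fewer than 3 CpG sites may come from division of larger blocks: 100% of them touched a neighbour, against 54.1% of blocks with 3 sites, and the smallest run of touching blocks that held one had 3 CpG sites. Runs reached 16 blocks. Touching blocks carried the same deposited class in 83.6% of pairs and the same midpoint class in 78.2%. For blocks 1 or 2 CpG sites apart the shares were 82.0% and 78.3%. The excess was greater for touching blocks by 1.74 percentage points ± 1.56 (SD, n = 22), in 19 of 22 autosomes (two-sided permutation p = 7e-05). Annotation assigned to larger regions before division is a candidate explanation for this small difference, although most of the excess was also seen between blocks that did not touch.

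The low share of CpG sites in blocks on chromosome X was not accounted for by gene density. From the line through the autosomes a share of 18.6% would follow, and chromosome X lay below it with a residual of -9.19 percentage points, outside the autosomal residuals from -3.87 to 4.44. Leaving out the pseudoautosomal region (60001 to 2699520) raised its share only to 9.75%, still below the autosomes. Within that region 7 blocks held 273 of 51669 CpG sites (0.528%). Low CpG density as the cause is argued against by windows of 10 kb elsewhere on chromosome X with 149 to 251 CpG sites, the middle of the range in the region, of which 28.9% lay in blocks. A candidate explanation is a second copy on chromosome Y in the reference, where reads cannot be placed uniquely. The CpG index counted 54474 more sites on chromosome Y than the masked sequence, and chromosome X has 54472 in its pseudoautosomal regions. The smaller region (154931044 to 155260560) also had a low share, 2.28%. A capture panel without targets there would look alike and was not tested.

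The 20 largest autosomal gaps without blocks included 12 on chromosomes 18 and 20, which carry 5.21% of autosomal CpG sites. Sequence copies elsewhere could explain 5 of them, in which at least 94.6% of 31-base words were repeated, above the highest control share of 38.0%. The other 15 reached at most 27.3%. Over all 20 gaps the difference from controls was 12.5 percentage points ± 35.0 (SD, n = 20), higher in 8 of 20 (two-sided permutation p = 0.123). Copies are thus not an account of the gaps as a whole. Chromosomes 18, 20 and 9 lay below the line of share against gene density, with residuals of -3.87, -3.41 and -3.08 percentage points. The list keeps only blocks covered by the capture panel, so a stretch without panel targets would also be left without blocks. The panel targets were not examined, so this candidate explanation of the gaps was not tested.

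Within 5 Mb of chromosome ends 36.1% of CpG sites lay in blocks, against 17.9% elsewhere, a mean difference per autosome of 16.9 percentage points ± 7.66 (SD, n = 22), higher in 21 of 22 (two-sided permutation p = 2e-05). Within 5 bins of CpG number per 100 kb window the difference was 4.90 percentage points, higher in 20 of 22 (permutation p = 0.0001). Within 20 bins, added because wide bins leave density differences inside them, it was 1.15 ± 4.47, higher in 12 of 22 (permutation p = 0.246). Local CpG density is therefore a candidate explanation for most of the difference, and how much remained depended on the bin width.

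The genes with the most assigned blocks, chosen after their values were seen, were *PTPRN2* with 1253, *PRDM16* with 670 and *MAD1L1* with 475. Their CpG sites lay in blocks in 57.2%, 66.2% and 75.6% of cases. The median was 9 blocks per gene over 22368 gene symbols.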
